# Susceptibility and transcriptional characteristics of inbred C57BL/6J and outbred ICR mice in CDAHFD-induced MASH models

**DOI:** 10.1186/s42826-026-00272-y

**Published:** 2026-04-08

**Authors:** Jing Zhou, Bingyi Li, Ziyi Guo, Bing Zhou, Yan Lu, Lian Zhu, Jin Lu, Jian Wang, E. Wang, Yao Li

**Keywords:** MASH, CDAHFD, Mouse strain, Inbred, Outbred

## Abstract

**Background:**

Metabolic dysfunction-associated steatohepatitis (MASH) is a progressive fibrotic liver disease, the underlying mechanisms of which have not been fully elucidated. Most MASH research relies on diet-induced models, particularly inbred mouse strains such as C57BL/6J. Although inbred strains are commonly used, outbred mice more accurately reflect the genetic diversity of human populations. It was reported that ICR mice were resistant to developing MASH after high-fat diet feeding. However, the effects of choline-deficient, L-amino acid-defined, high-fat diet (CDAHFD) on ICR mice remain unexplored. The CDAHFD is a widely adopted diet-induced model for MASH. In this study, C57BL/6J and ICR mice were fed either a normal diet (ND) or a CDAHFD for 10 weeks. Metabolism-related phenotypes and liver histology assessments were conducted to establish MASH models. RNA transcriptome sequencing of liver samples was performed to identify differentially expressed genes, which were then aligned to the human MASH transcriptome.

**Results:**

We successfully established MASH models via CDAHFD in both C57BL/6J and ICR mouse strains. ICR mice presented transcriptional profiles comparable to those of the C57BL/6J strain and effectively replicated the inflammatory and fibrotic features observed in patients with MASH.

**Conclusions:**

This study revealed that ICR mice are as suitable as inbred C57BL/6J mice for CDAHFD-induced MASH models.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s42826-026-00272-y.

## Background

Metabolic dysfunction-associated steatohepatitis (MASH), previously known as nonalcoholic steatohepatitis (NASH), is a severe form of metabolic dysfunction-associated steatotic liver disease (MASLD), which is the new nomenclature for nonalcoholic fatty liver disease (NAFLD) [1]. MASH is characterized by inflammation and fibrosis in addition to steatosis, significantly increasing the risk of progression to end-stage liver diseases such as cirrhosis and hepatocellular carcinoma [2]. While MASLD alone does not increase all-cause mortality [3], it is associated with a remarkable increase in death due to liver-related complications (e.g., cirrhosis and liver failure) and extrahepatic comorbidities (e.g., cardiovascular diseases and various malignancies) [4–6].

The global prevalence of MASLD among adults is estimated to reach 30%, with MASH affecting approximately 3% to 5% of this population [7]. By 2030, the prevalence of MASH and its associated mortality are expected to double [8]. Despite this alarming trend, there are significant challenges in treating MASH, primarily due to the lack of pharmacological therapies, in addition to the recent FDA-approved Rezdiffra, a thyroid hormone receptor-beta agonist [9, 10]. Therefore, preclinical mouse models are urgently needed to improve our understanding of MASH pathogenesis.

The choline-deficient, L-amino acid-defined, high-fat diet (CDAHFD) is a widely used diet-induced model of MASH and subsequent hepatocellular carcinoma (HCC) in lean mice [11, 12]. Compared with the Western diet (WD) and choline-deficient high-fat diet (CDHFD), the CDAHFD results in MASH in a more rapid and aggressive way without inducing obesity or metabolic syndrome. Furthermore, unlike the classical methionine-choline-deficient diet(MCD), the CDAHFD does not lead to significant weight loss, which allows prolonged feeding studies. In C57BL/6J mice, CDAHFD significantly elevated the serum levels of ALT and AST and induced hepatic steatosis, ballooning, inflammation, and fibrosis after 6–12 weeks of feeding [12]. Nevertheless, CDAHFD-fed mice remained insulin sensitive and displayed normal glucose tolerance compared with chow-fed controls [13]. Thus, the CDAHFD model provides a rapid and convenient way to assess MASH, particularly in the search for important signaling pathways associated with the ‘nonobese’ MASH subtype through gene expression profiling.

Different mouse stocks or strains may show varying susceptibilities and phenotypes in response to MASH-inducing diets, through which we can identify superior models or even discover novel molecular mechanisms [14]. MASH studies are typically conducted using inbred mouse strains, such as C57BL/6J, to minimize genetic variability and reduce the number of animals. However, findings using inbred mice may lead to overestimation when extrapolating results to humans because they fail to consider interindividual variability. In contrast, outbred stocks, such as the widely used ICR mice, may better reflect the genetic diversity of human populations [15]. Unlike C57BL/6J mice, ICR mice are resistant to developing hepatic steatosis in response to high-fat diet feeding [16]. Therefore, we sought to determine whether ICR mice exhibit similar resistance to CDAHFD-induced MASH.

In this study, we examined CDAHFD treatment in both C57BL/6J and ICR mice to assess differences in their susceptibility to a MASH-like phenotype and to explore their transcriptional resemblance to human MASH.

## Methods

### Animal experiments and sample collection

Eight-week-old male C57BL/6J and ICR mice were purchased from Lin Chang Laboratory Animal Care in Shanghai and housed in the Department of Laboratory Animal Science, Shanghai Jiao Tong University School of Medicine, China. The animals were maintained under controlled conditions of 21 ± 1 °C, 55 ± 10% humidity, and a 12-hour light/dark cycle. The choline-deficient, L-amino acid-defined, high-fat diet (CDAHFD) was purchased from Research Diets (A06071302; 60% kcal fat, nontrans fats, 0.1% methionine, no added choline, and L-amino acid-defined). C57BL/6J and ICR mice were fed a normal diet (ND) or CDAHFD for 10 weeks. During the study, parameters such as body weight, food intake, fasting blood glucose levels, and random blood glucose levels were measured. The mice were euthanized via isoflurane asphyxiation inhalation and cervical dislocation. Liver tissues were either stored in liquid nitrogen or fixed in paraformaldehyde for histopathological analysis.

### Liver triacylglycerol assay and biochemical analysis

The plasma concentrations of triglycerides (TGs), alanine aminotransferase (ALT), and aspartate aminotransferase (AST) were assessed via commercial assay kits (Kehua Bio-Engineering, Shanghai, China) according to the manufacturer’s guidelines. For quantification of liver triglycerides, approximately 100 mg of liver tissue was homogenized in 1 ml of 5% NP40 solution. The homogenized mixture was then incubated in a water bath at 95 °C for 2 to 5 min and centrifuged at 15,000×g for 15 min. The supernatant was subsequently collected for the determination of TG levels, and the hepatic TG content was normalized to the initial tissue mass. Plasma ALT and AST levels were determined by the UV-lactate dehydrogenase and UV-malate dehydrogenase method respectively.

### Assessment of liver histology

For the light microscopic analysis of liver histology, paraffin-embedded liver tissues were sectioned into thin slices, followed by standard hematoxylin and eosin (H&E) staining. Hepatic fibrosis was assessed by Masson’s trichrome staining using a commercial kit (Servicebio, Shanghai, China, Cat# G1006). For Sirius Red staining, the sections were subjected to a 10-minute hematoxylin treatment, followed by a 60-minute incubation in Sirius Red solution. For Oil Red O staining, the frozen sections were stained with Oil Red O working solution (Servicebio, Shanghai, China, Cat# G1015) for 10 min, washed, and counterstained with hematoxylin for 20 s. Immunohistochemical analysis was performed to assess macrophage activation. The sections were incubated with primary antibodies targeting F4/80 (Cell Signaling Technology, MA, USA, Cat# 70076T; diluted 1:100) for 2 h at room temperature, followed by three washes with PBS. The sections were subsequently treated with horseradish peroxidase-conjugated secondary antibodies (Servicebio, Shanghai, China, Cat# GB23303, diluted 1:200) for 1 h at room temperature.

Liver injury severity was semi-quantitatively assessed using the NAFLD activity score (NAS). This score was derived from the unweighted sum of three histological components: steatosis (0–3), lobular inflammation (0–3), and hepatocyte ballooning (0–2), resulting in a total possible score ranging from 0 to 8.

### RNA extraction and qPCR analysis

Total RNA was isolated from liver tissue via the use of TRIzol reagent (Invitrogen, CA, USA, Cat#15596018CN) according to the manufacturer’s protocol. The extracted total RNA was reverse transcribed to cDNA using PrimeScript™ RT Master Mix (Takara, Japan, Cat#RR036A). Quantitative PCR (qPCR) analysis was performed via a quantitative real-time PCR system (Roche, LightCycler 480) with SYBR Green Master Mix (Takara, Japan, Cat#RR820A). Gene expression levels were normalized to the expression of the 36B4 gene, and cycle threshold (Ct) values were computed via the 2ΔΔ-Ct method. The primers used are presented in Supplementary Table 1.

### RNA-seq and data analysis

The RNA-seq data of the mice generated in this study were deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE278017. RNA sequencing services were provided by Cloudseq Biotech, Inc. (Shanghai, China). RNA libraries were prepared from rRNA-depleted RNA samples using a TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA). Library quality was assessed via the BioAnalyzer 2100 system (Agilent Technologies, Inc., USA). Paired-end reads (150 bp) were obtained by sequencing. Data preprocessing, including quality control (Q30) and adapter trimming, was performed via fastp software (v0.23.4). High-quality reads were aligned to the reference genome (UCSC MM10) with HISAT2 software (v2.2.1). Gene level raw counts were then obtained as mRNA expression profiles via featureCount software (v2.0.6). Differential expression analysis between the two groups was conducted via edgeR software (v4.0.16), with a p value < 0.05 and |fold change| ≥ 2 serving as the thresholds for identifying differentially expressed genes (DEGs). Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed on the identified DEGs via the online tool KOBAS [17]. All heatmaps were generated via TBtools-II software [18].

### Statistical analysis

Two-tailed Student’s t tests were used to assess significant differences within each strain (ND vs. CDAHFD). Two-way ANOVA followed by Tukey’s post- hoc test was used to analyze the strain × diet interaction. All the data are presented as the means ± SEMs and were analyzed via GraphPad 8.0. Differences were considered statistically significant at *P* < 0.05.

## Results

### General body parameters of C57BL/6J and ICR mice fed the CDAHFD

To assess the susceptibility of different mouse strains to MASH induced by CDAHFD, male C57BL/6J and ICR mice were fed either a CDAHFD or a normal chow diet (ND) for 10 weeks. Body weight was monitored biweekly, and at the end of the feeding period, all the mice from the four groups were euthanized for subsequent analysis (Fig. 1A).

**Fig. 1:**
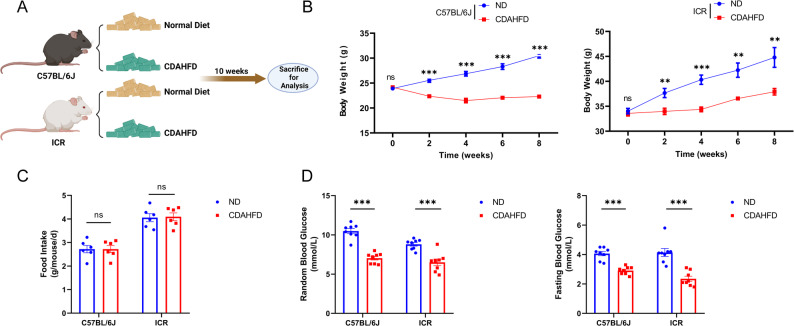
General body parameters of C57BL/6J and ICR mice after CDAHFD feeding. (**A**) Workflow of CDAHFD-induced MASH models of the two mouse strains. (**B**) Body weight, (**C**) food intake, and (**D**) glucose levels of C57BL/6J and ICR mice fed a ND or CDAHFD. The data are presented as the means ± SEMs. *P < 0.05, **P < 0.01, ***P < 0.001, compared with the control group. n = 6–8 per group

Compared with their respective ND-fed controls, both C57BL/6J and ICR mice experienced initial weight loss immediately after the CDAHFD was started, which continued throughout the study. Notably, differences emerged between the two strains: C57BL/6J CDAHFD-fed mice presented an 8% reduction in body weight relative to baseline, whereas ICR CDAHFD-fed mice presented a 13% increase in body weight from baseline to the 8_th_ week (Fig. 1B). Both C57BL/6J and ICR mice presented no significant differences in food intake between the two dietary groups (Fig. 1C). In line with previous findings that C57BL/6J mice fed a CDAHFD are highly sensitive to insulin and exhibit lower blood glucose levels [13], our results revealed a decrease in blood glucose levels in both CDAHFD-fed C57BL/6J and ICR mice compared with their respective control groups (Fig. 1D).

### Liver markers and metabolic serum parameters in response to CDAHFD exposure

The liver weight and liver-to-body weight ratios were significantly increased in CDAHFD-fed C57BL/6J and ICR mice at the end of week 10 (Fig. 2A-B). Compared with those in the respective ND groups, the total liver triglyceride (TG) levels were markedly elevated in the CDAHFD-fed mice, indicating lipid accumulation (Fig. 2C). Moreover, CDAHFD-fed ICR mice presented slight reductions in serum TG levels following CDAHFD administration (Fig. 2D). C57BL/6J mice fed the CDAHFD presented a substantial increase in liver injury biomarkers, with ALT levels reaching 420 ± 50 IU/l and AST levels reaching 340 ± 25 IU/l. Similarly, ICR mice fed the CDAHFD presented increased ALT (550 ± 80 IU/l) and AST (280 ± 35 IU/l) levels compared with those in the untreated control group (Fig. 2E-F).

**Fig. 2:**
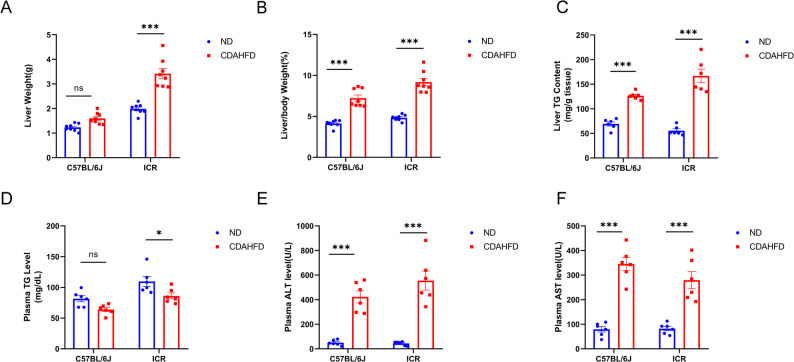
Liver markers and metabolic serum parameters upon CDAHFD exposure. (**A**) Liver weight, (**B**) liver-to-body weight ratio, (**C**) hepatic TG content, and (**D**-**F**) plasma TG, ALT, and AST levels in the 4 groups of mice. *P < 0.05, **P < 0.01, ***P < 0.001, compared with the control group. n = 6–8 per group

Two-way ANOVA revealed that the serum TG, ALT, and AST levels were influenced by the main effect of diet, with no significant strain × diet interaction observed. In contrast, a significant interaction was detected for the liver TG content. Post-hoc analysis confirmed that although the two mouse strains showed comparable liver TG levels on a normal diet (ND), ICR mice exhibited a significantly greater increase in hepatic TG following CDAHFD feeding than C57BL/6 mice.

### Induction of hepatic steatosis, inflammation and fibrosis by CDAHFD feeding

Liver H&E and Oil Red O staining further confirmed hepatic steatosis and ballooning in CDAHFD-fed C57BL/6J and ICR mice, which was consistent with strongly increased TG accumulation within the liver. However, there was no significant difference in the severity of ballooning observed between the two types of CDAHFD-fed mice. Inflammatory clusters consisting of markedly accumulated Kupffer cells and hypertrophied macrophages were visualized via F4/80 immunohistochemistry. The number of F4/80-positive macrophages was apparently comparable between the two groups of CDAHFD-fed mice, indicating similar levels of infiltration and activation of Kupffer cells. Masson’s trichrome and Sirius Red staining demonstrated that CDAHFD resulted in severe hepatic fibrosis in both C57BL/6J and ICR mice (Fig. 3A).

**Fig. 3:**
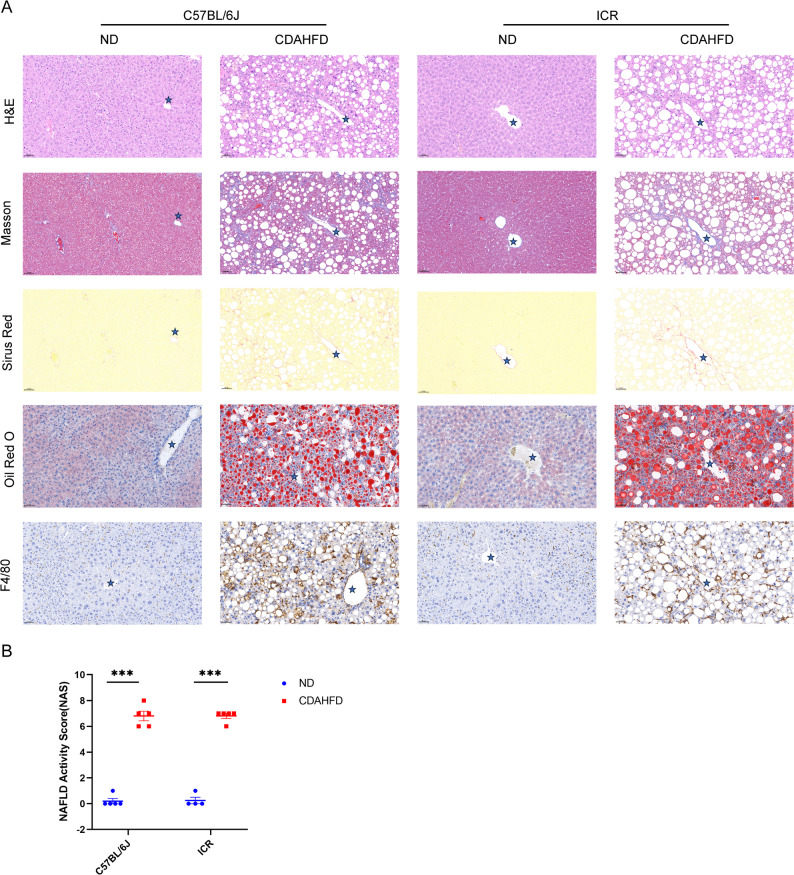
Representative histopathology and immunohistochemistry results for the liver. (**A**) H&E staining, Masson staining, Sirius Red staining, Oil Red O staining, and F4/80 immunohistochemistry of liver sections from the 4 groups of mice. The scale bar represents 50 μm. The stars represent central veins. (**B**) NAS of liver sections from the 4 groups of mice

We further calculated the NAFLD activity score (NAS) to assess the severity of liver injury (Fig. 3B). There was no significant difference in NAS between the two types of CDAHFD-fed mice. Therefore, our data demonstrated that we successfully established MASH models in both types of mice, and they did not show significant differences in liver histology.

### Identification of differentially expressed genes in the two MASH models via RNA-seq data

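Liver RNA of 12 male mice was sequenced, with 3 mice in each of 4 groups defined by strain and diet. C57BL/6J is an inbred strain and the reference strain of the mouse genome, and ICR is an outbred stock. The mice had been fed ND or CDAHFD for 10 weeks. Gene counts of C57BL/6J mice summed to 24612309 to 32214782 (median 28747140) per library on CDAHFD and to 22245245 to 22752858 (median 22547402) on ND. In ICR mice the totals were 29665092 to 30826629 (median 29773284) on CDAHFD and 23363460 to 24205176 (median 23805164) on ND. Every library of the CDAHFD groups thus held more counts than any library of the ND groups. The paper's methods describe rRNA depletion, stranded library preparation, trimming with fastp, alignment with HISAT2 to mm10 and counting with featureCounts, whereas the sample labels name mm39 and an mRNA purification step. The deposited values were used as unnormalized gene counts of 17710 genes, after 3 repeated lines were dropped. ND livers spent more of their RNA on a few transcripts, and the 100 most abundant genes took 42% to 46.5% of the counts on ND against 28.6% to 34.5% on CDAHFD. The TMM factors, which correct for differences in composition between libraries whatever genes they come from, were 1.17 to 1.43 on CDAHFD and 0.760 to 0.849 on ND. Changes below are relative to this scaling, and scaling by library size alone would raise the median log2 fold change of all genes by 0.65 in C57BL/6J mice and by 0.61 in ICR mice. Each strain was tested alone with the quasi-likelihood test of edgeR on genes kept by filterByExpr. A gene is said to have risen or fallen where its adjusted p was under 0.05. Counts of DEGs use the paper's thresholds, a p under 0.05 and a fold change of at least 2. Differences between the strains were tested with a strain by diet term over all 12 libraries. Values of single genes are CPM on TMM-scaled library sizes, as mean ± SD of 3 mice. They come from bulk liver, so a change in a marker gene can follow from transcription or from the mix of cells.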

Because C57BL/6J and ICR mice presented similar body parameters, serum biochemical profiles, and histological characteristics after CDAHFD feeding, we further conducted RNA sequencing on liver tissues to determine whether they share similar molecular characteristics in terms of transcription. 

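Diet set the libraries apart most, and strain next. Timp1, an inhibitor of matrix metalloproteinases, stood at 15.0 ± 4.08 CPM on CDAHFD and 0.388 ± 0.0413 CPM on ND in C57BL/6J mice. In ICR mice it stood at 9.39 ± 1.96 CPM on CDAHFD and 0.326 ± 0.299 CPM on ND. C1rb, a complement protease gene chosen here after its values were seen, differed between the strains on either diet. The log2 difference (ICR minus C57BL/6J) was 5.92 on ND (standard error 0.21, adjusted p = 2.14e-08) and 5.84 on CDAHFD (standard error 0.20, adjusted p = 2.39e-08). Over log2 CPM of 13901 genes, the first principal component held 57.1% of the variance and parted the diets, and the second held 20.4% and parted the strains. No batch was modelled, so a batch that follows the strain cannot be told apart from strain here. Hierarchical clustering into 2 clusters followed the diet, clustering into 4 clusters followed the 4 groups, and each of the 12 libraries lay nearest to a library of its own group. The Euclidean distance between libraries had a median of 72.4 within groups, 107 between strains on the same diet and 163 between diets within a strain. Within groups the distances ran from 44.6 to 109.9, with the largest between ICR mice on ND. Markers of resident Kupffer cells set replicate 1 of each CDAHFD group apart. Their mean was -2.19 (log2, relative to the mean of all libraries) in that library of C57BL/6J and -1.19 in that of ICR, against -0.06 to 0.46 in the other 4 CDAHFD libraries. Acute phase protein genes were highest in replicate 2 of each ND group, at 1.48 in C57BL/6J and 2.2 in ICR, with 1.10 in ICR ND replicate 3.

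**Figure D1:**
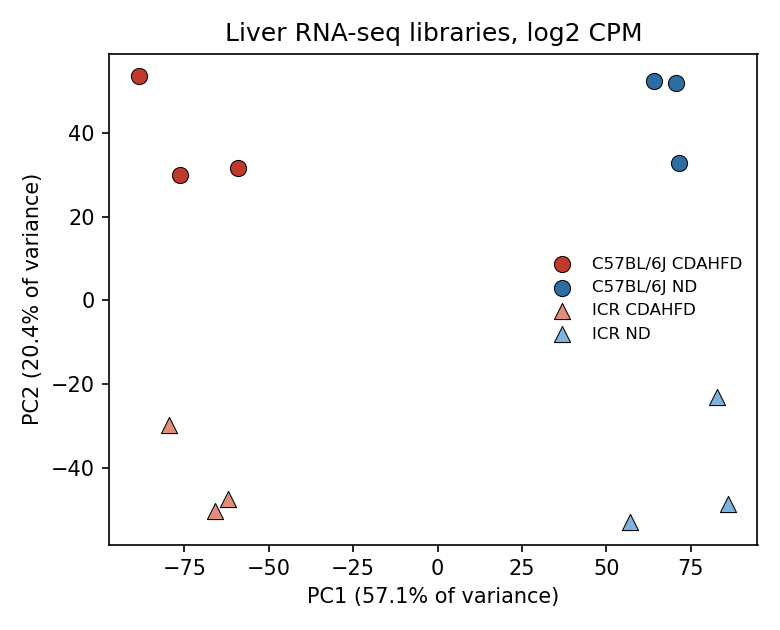
Principal components of log2 CPM of 13901 genes in the 12 liver libraries, each point a mouse, with the first component on the horizontal axis (57.1% of the variance) and the second on the vertical axis (20.4%). CDAHFD and ND libraries lie apart along the first component, and C57BL/6J and ICR libraries along the second.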

Hierarchical clustering analysis and heatmap representations revealed distinct gene expression patterns, with samples within each group demonstrating close clustering (Fig. 4A). For the identification of differentially expressed genes (DEGs), we employed a threshold of a fold change ≥ 2 and a p value < 0.05. 

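In C57BL/6J livers, genes of macrophages and matrix proteases were among the largest rises on CDAHFD, and major urinary protein genes were among the largest falls. Mmp12 (ENSMUSG00000049723, chromosome 9 of GRCm38 from 7344381 to 7369499), a macrophage elastase, stood at 670.5 ± 110.5 CPM on CDAHFD and 4.73 ± 0.194 CPM on ND. Its log2 fold change was 7.15 (standard error 0.23, adjusted p = 3.75e-07). Gpnmb, a glycoprotein of lipid-laden macrophages, had a log2 fold change of 6.93, and the collagenase gene Mmp13 and the matrilysin gene Mmp7 had 6.41 and 6.75. Fbn2 (log2 fold change 7.01) and Lrrc55 (6.39) were also among the 8 largest rises. CDAHFD replicate 1 was highest for Mmp7 (63.0, 11.8 and 19.6 CPM in replicates 1, 2 and 3) and Fbn2 (24.6, 7.34 and 11.4 CPM). Slc7a11, the cystine transporter, had 764 counts over the CDAHFD group and 2 over the ND group, a ratio of 194 (95% counting interval 53.4 to 1601). Gdf3 had no count on ND and was at least 95.4-fold higher on CDAHFD, computed against 3 counts over the ND group. Of the 20 marker genes of monocyte-derived and lipid-associated macrophages that were tested, 18 rose and 0 fell (18 and 0 adjusted over the list alone). The lipid receptor gene Trem2 (5.68) and the integrin gene Itgax (4.56) were among them. The list had adjusted p = 1.53e-37 from camera, and adjusted p = 0.0775 with an estimated correlation. Hsd3b5 (ENSMUSG00000038092, chromosome 3 of GRCm38 from 98618634 to 98630252), a steroid dehydrogenase gene of male mouse liver, fell from 309 ± 29.8 CPM to 1.71 ± 0.136 CPM. Its log2 fold change was -7.49 (standard error 0.18, adjusted p = 1.40e-07). Of the major urinary protein genes, Mup7 (-8.47), Mup11 (-7.11), Mup15 (-7.11), Mup19 (-6.85) and Mup1 (-6.67) were among the 8 largest falls. Moxd1 (-6.98, standard error 1.32) varied widely between ND mice, and Dct, with 2 counts on CDAHFD against 449 on ND, completed them. At the thresholds of a p under 0.05 and a fold change of at least 2, 2787 genes were upregulated and 1057 were downregulated among 13402 tested. Of these, 2683 and 1016 also had an adjusted p under 0.05. At an adjusted p under 0.05 with no fold threshold, 3486 genes rose and 2839 fell. With scaling by library size alone the DEGs were 4522 up and 337 down.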

In C57BL/6 mice fed the CDAHFD, we identified 3133 upregulated genes and 1115 downregulated genes compared with those in the control group. 

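In ICR livers the largest rises included the macrophage genes Gpnmb and Mmp12, and the largest falls included cytochrome P450 and major urinary protein genes. Gpnmb stood at 633 ± 482 CPM on CDAHFD and 2.38 ± 0.759 CPM on ND (log2 fold change 8.05, standard error 0.84, adjusted p = 9.34e-04). Mmp12 stood at 726 ± 520.2 CPM on CDAHFD and 5.49 ± 1.41 CPM on ND (log2 fold change 7.05, standard error 0.82, adjusted p = 0.00133). Either gene varied widely between the 3 CDAHFD-fed mice. Aqp7, an aquaglyceroporin, had no count on ND and was at least 119-fold higher on CDAHFD, against a floor of 3 counts over the group. Cyp3a57, Rbm24, Hs6st2 and Gdf3 had 2 counts each over the ND group. Their CDAHFD to ND ratios were 343 (95% counting interval 94.8 to 2836), 241 (66.6 to 1996), 148 (40.7 to 1221) and 147 (40.5 to 1217). Ppfia4, a liprin gene, had a log2 fold change of 6.88. CDAHFD replicate 1 carried much of the value of Rbm24 (18.9, 2.45 and 3.59 CPM in replicates 1, 2 and 3) and Ppfia4 (16.1, 4.81 and 5.58 CPM). The counting intervals do not cover differences between mice. Of the 20 lipid-associated macrophage markers, 17 rose and 0 fell (18 and 1 adjusted over the list alone). Camera gave adjusted p = 7.76e-17, and adjusted p = 0.104 with an estimated correlation. Cyp2c29, a cytochrome P450 of steroid and drug metabolism, fell from 2455 ± 613 CPM to 9.62 ± 5.16 CPM (log2 fold change -8.00, standard error 0.55, adjusted p = 2.93e-04). Elovl3, a fatty acid elongase, had a log2 fold change of -7.82 (standard error 0.45, adjusted p = 1.98e-04), and the phenobarbital-inducible Cyp2b10 one of -6.91. The remaining large falls were Moxd1 (-9.39, standard error 1.64) and the major urinary protein genes Mup7 (-7.76), Mup13 (-7.20), Mup18 (-6.96) and Mup8 (-6.50). Among 13319 genes tested, 3403 were DEGs, 2382 upregulated and 1021 downregulated, of which 2110 and 922 had an adjusted p under 0.05. Without a fold threshold, 2679 genes rose and 2204 fell at an adjusted p under 0.05. The 2204 falls were 1435, 1230, 1241 and 1369 without CDAHFD replicate 1, 2 or 3 or ND replicate 3, and 2524 without ND replicate 2. A fit with a mouse fewer also has less power, which the drops do not separate from the part of that mouse. Library size scaling gave 3948 upregulated and 376 downregulated DEGs.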

In the CDAHFD-fed ICR strain, a total of 3805 DEGs were identified, comprising 2722 significantly upregulated genes and 1083 downregulated genes (Fig. 4B). All the DEGs are listed in supplementary Table 2.

**Fig. 4:**
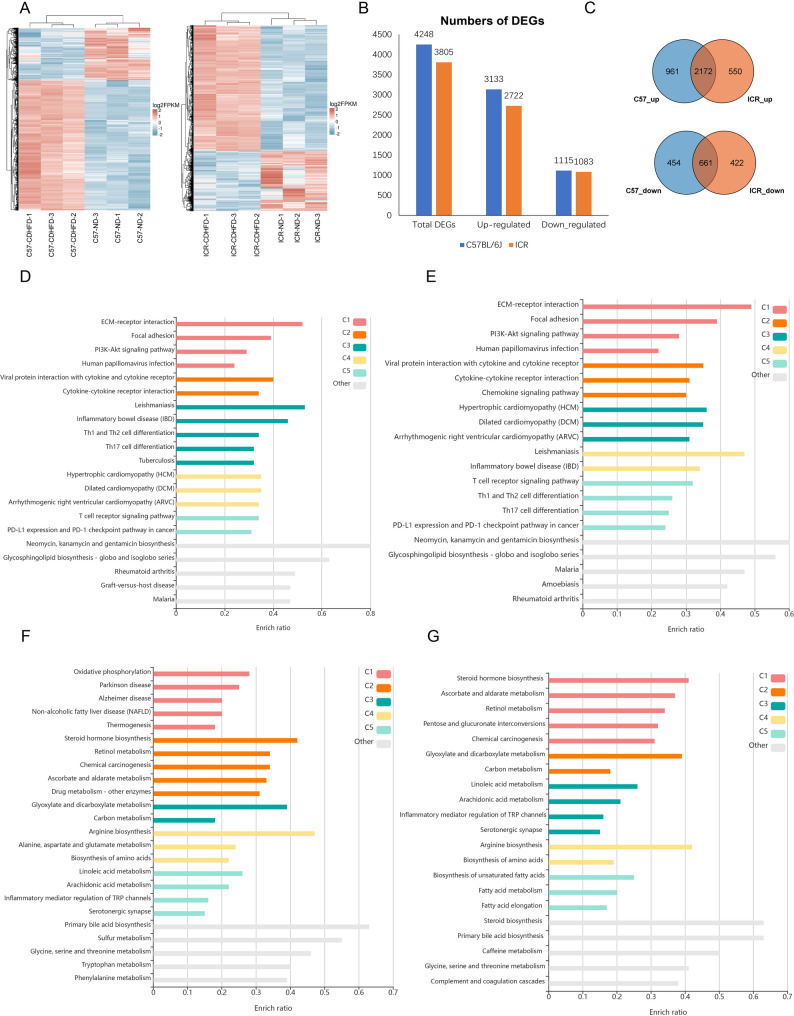
Transcriptome analysis of liver tissues from CDAHFD-fed and ND-fed mice. (**A**) Heatmap showing the expression patterns between different models after batch effect correction. (**B**) The distribution of upregulated and downregulated DEGs detected in each model. (**C**) Common upregulated and downregulated genes detected in the C57BL/6J and ICR groups. (**D**) KEGG analysis of upregulated DEGs in the CDAHFD vs. ND groups of C57BL/6J mice. (**E**) KEGG analysis of upregulated DEGs in the CDAHFD vs. ND groups of ICR mice. (**F**) KEGG analysis of downregulated DEGs in the CDAHFD vs. ND groups of C57BL/6J mice. (**G**) KEGG analysis of downregulated DEGs in the CDAHFD vs. ND groups of ICR mice

We subsequently conducted a comprehensive analysis of the commonly differentially expressed genes across the two models. 

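Genes that CDAHFD raised or lowered in one strain mostly moved the same way in the other. Gpnmb, Mmp12 and Gdf3 were among the 8 largest rises in both strains, and Mup7 and Moxd1 among the 8 largest falls. Of the DEGs, 1942 were upregulated in both strains (60.2% of those upregulated in either), against 452 for independent lists over 12997 genes. A further 655 were downregulated in both (46%), against 77.6. Another 845 and 440 genes were upregulated DEGs in C57BL/6J or ICR mice alone, and 402 and 366 were downregulated ones. Of the 1659 DEGs of a single strain that were tested in the other, 91.7% had the same sign there. Across genes, which are not independent replicates, the log2 fold changes of the strains had a Pearson's r of 0.867 and a Spearman's rho of 0.849. Of 3877 genes with an adjusted p under 0.05 in both strains, 8 moved in opposite directions.

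**Figure D2:**
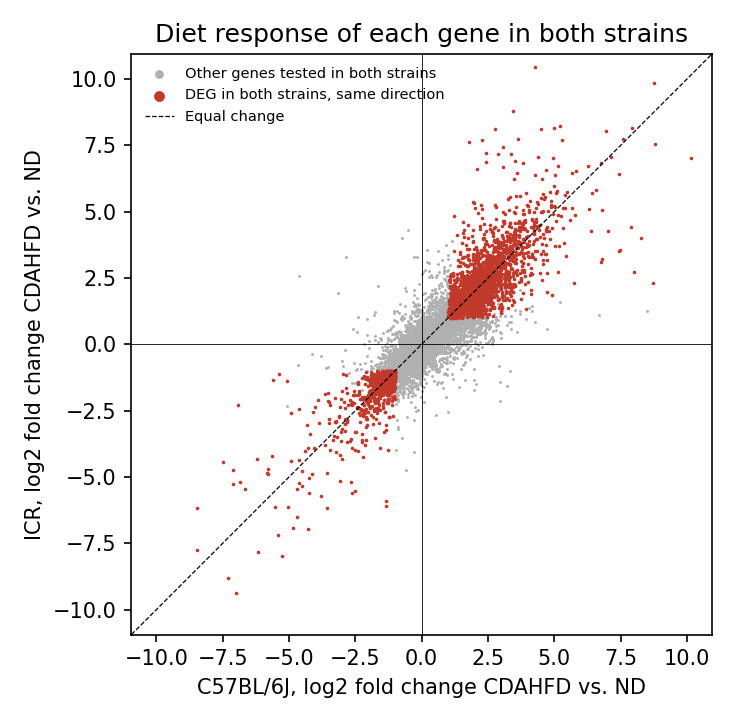
Log2 fold change (CDAHFD vs. ND) of each of 12997 genes in C57BL/6J mice (horizontal axis) and in ICR mice (vertical axis), with DEGs of both strains that moved the same way in red and other genes in grey. The points lie along the dashed line of equal change, with a Pearson's r of 0.867.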

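Interferon-stimulated genes, the antiviral program that type I interferons switch on, had the smallest camera p for the strain by diet term among the gene lists, which was lost with an estimated correlation. Of 38 such genes tested in C57BL/6J mice, 34 rose and 0 fell (34 and 0 adjusted over the list alone). The antiviral genes Oas3, Oasl2 and Ifit2 had log2 fold changes of 4.05, 3.4 and 3.36. Of 37 tested in ICR mice, 3 rose and 2 fell (1 and 0 adjusted over the list alone). There these 3 genes had values of 1.37, 1.47 and 1.05 with adjusted p of 0.169, 0.0303 and 0.107. The strain by diet term of the list was negative (adjusted p = 9.61e-25 from camera), and adjusted p = 0.354 with an estimated correlation. By the same term no single member passed an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 28 members passed, adjusted over the list alone 27 passed, and by DESeq2 and by the likelihood ratio test 10 and 10 passed over all genes. Without ICR ND replicate 1, 10 members passed in the quasi-likelihood test, with a median difference of -1.98 against -1.61 with all libraries. Without ICR ND replicate 2 none passed, and the median difference was -0.81. The list's median log2 fold change in ICR mice was then 0.64 and 19 members rose. In ICR mice 2 members rose without ND replicate 1, and 1 rose without ND replicate 3 or without any 1 of the ICR CDAHFD libraries. Of cell cycle genes, 33 of 39 rose and 2 fell in C57BL/6J mice (34 and 2 adjusted over the list alone). In ICR mice 9 of 39 rose and 2 fell (9 and 2). Mki67, a marker of dividing cells, had 2.45 and 0.95 (adjusted p = 0.159 in ICR). As a set they had adjusted p = 4.59e-07 and 0.0186 from camera, and adjusted p = 0.368 and 0.603 with an estimated correlation. The strain by diet term of this list was negative too (adjusted p = 3.32e-09 from camera, adjusted p = 0.545 with an estimated correlation). Replicates 2 and 3 of ICR on ND were high for it, with list means of 0.21 and 0.06 against -0.81 in replicate 1 and -1.26 to -0.76 in C57BL/6J on ND (log2, relative to the mean of all libraries). Mki67 stood at 41.8 and 30.8 CPM there and at 9.29 CPM in replicate 1. Acpp, a phosphatase gene, had a log2 fold change of -4.61 in C57BL/6J and 2.58 in ICR (adjusted p of the difference = 0.00196). Tiam2, a guanine nucleotide exchange factor gene, had -3.62 in C57BL/6J and -0.89 in ICR (adjusted p of the difference = 0.00196). Dio1, a deiodinase of thyroid hormone, had -0.74 in C57BL/6J and 4.02 in ICR (adjusted p of the difference = 0.0126). For Acpp, Tiam2 and Dio1 the strains lay further apart on ND than on CDAHFD. On ND their means were 20.6 (SD 12.7), 17.7 and 148 CPM in C57BL/6J and 0.144, 2.87 and 3.67 CPM in ICR. On CDAHFD the means were 0.835, 1.44 and 88.8 CPM in C57BL/6J and 0.879, 1.55 and 59.2 CPM in ICR. The Acpp value of ICR mice is thus near the floor. Of the 8 genes with the smallest p for the strain by diet term, Slc35f2 and Cyp46a1 also lay further apart on ND (log2 scale). D17H6S56E-5, Rpl26 and Calml4 lay further apart on CDAHFD instead. Mean D17H6S56E-5 was 9.175 CPM in C57BL/6J and 4.388 CPM in ICR on ND, and 175.3 and 7.696 CPM on CDAHFD. Mean Rpl26 was 371.1 and 123.1 CPM on ND, and 317.5 and 21.54 CPM on CDAHFD. Over all 13901 genes the strain by diet term passed an adjusted p under 0.05 for 25 genes, against 241 with the DESeq2 Wald test and 232 with the likelihood ratio test. In the quasi-likelihood test it passed for 136 without ICR ND replicate 1, 13 without ICR ND replicate 3, and 8 and 9 without ICR CDAHFD replicates 2 and 3. Without each C57BL/6J library in turn it passed for 6 to 14.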

A total of 2172 upregulated DEGs (58.97%) and 661 downregulated DEGs (43.00%) were shared between the two mouse types (Fig. 4C), indicating that they had analogous transcriptomic profiles. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed on the DEGs induced by CDAHFD in each group, revealing the shared involvement of numerous biological pathways (Fig. 4D-G). 

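Cytokine, extracellular matrix and adhesion pathways ranked high among the upregulated DEGs, and liver metabolism ranked high among the downregulated DEGs. Cytokine-cytokine receptor interaction ranked first among upregulated DEGs in both strains. In C57BL/6J mice 86 of 157 tested members were upregulated against 34.0 for a random draw and 73 of 161 against 31.5 in ICR mice. ECM-receptor interaction ranked 3 in C57BL/6J and 2 in ICR (41 of 67 and 41 of 67), and focal adhesion ranked 4 and 3 (76 of 175 and 76 of 174). Cell adhesion molecules, which include the integrins and selectins of leukocyte traffic, ranked 2 and 7 (62 of 107 and 47 of 107). Protein digestion and absorption, which in these annotations holds many collagen genes, ranked 5 in ICR mice (32 of 53) and 25 in C57BL/6J mice (25 of 49). Among downregulated DEGs the broad term metabolic pathways ranked first, with 229 of 1018 and 200 of 1020 members. Complement and coagulation cascades (29 of 73 and 34 of 75) and retinol metabolism (28 of 67 and 30 of 71) were in the top 10 of either strain. Oxidative phosphorylation ranked in the top 10 in C57BL/6J mice (34 of 104, adjusted p = 4.09e-09) and steroid biosynthesis, the cholesterol pathway, in ICR mice (11 of 15, adjusted p = 1.74e-07). Of the top 20 pathways of upregulated DEGs, 15 were shared between the strains (75%), and of the top 20 of downregulated DEGs, 16 were (80%). With the top 10 in place of the top 20, a choice made after the data were examined, 6 and 6 were shared. At an adjusted p under 0.05, 66 pathways in C57BL/6J and 72 in ICR were enriched among upregulated DEGs (53 in both), and 42 and 41 among downregulated DEGs (32 in both). Enrichment was a 1-sided hypergeometric test of 288 pathways taken from the pathway column of the deposited table, against tested genes with a pathway, and KOBAS was not used here.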

The two strains shared 90% of the top pathways among the upregulated DEGs and 80% among the downregulated DEGs. 

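Genes of the extracellular matrix, of the cells that make it and of the enzymes that remodel it rose in both strains. Values are given as C57BL/6J first and ICR second. Of collagen genes, 17 of 29 rose and 5 fell in C57BL/6J mice (18 and 6 adjusted over the list alone). In ICR mice 18 of 28 rose and 4 fell (19 and 4). The fibrillar collagen gene Col5a2 had log2 fold changes of 3.63 and 4.56. The camera test gave adjusted p = 6.65e-07 and 1.39e-08, and adjusted p = 0.226 and 0.226 with an estimated correlation. Of ECM-receptor interaction genes, 46 of 68 rose and 9 fell in C57BL/6J mice (47 and 10 adjusted over the list alone). In ICR mice 43 of 67 rose and 4 fell (44 and 7). By camera the set had adjusted p = 1.07e-08 and 1.73e-11, and it had adjusted p = 0.226 and 0.191 with an estimated correlation. The matrix glycoprotein gene Tnc had 4.51 and 4.97, and the hyaluronan receptor gene Cd44 had 2.66 and 1.94. Focal adhesion genes link the matrix to the cytoskeleton, and 42 of 98 rose and 11 fell in C57BL/6J mice (42 and 11 adjusted over the list alone). In ICR mice 40 of 98 rose and 11 fell (43 and 13). Their medians were 0.31 and 0.31. Taken as a set, they had adjusted p = 1.55e-04 and 2.18e-04 by camera and adjusted p = 0.226 and 0.226 with an estimated correlation. Flna, an actin crosslinker, had 2.62 and 2.14.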

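Among markers of stellate cells and myofibroblasts, 24 of 28 rose and 0 fell in C57BL/6J mice (25 and 1 adjusted over the list alone). In ICR mice 21 of 28 rose and 0 fell (22 and 0). Lumican (Lum), a collagen-binding proteoglycan, stood at 159 ± 43.3 CPM on CDAHFD and 8.82 ± 2.18 CPM on ND in C57BL/6J mice. In ICR mice it stood at 191 ± 47.0 CPM on CDAHFD and 18.1 ± 9.37 CPM on ND. From camera came adjusted p = 7.17e-12 and 2.22e-10, and adjusted p = 0.226 and 0.226 with an estimated correlation. The receptor gene Pdgfrb, through which stellate cells are activated, had 2.44 and 2.55. Of matrix remodeling enzymes and their inhibitors, 28 of 35 rose and 0 fell in C57BL/6J mice (28 and 0 adjusted over the list alone). In ICR mice 26 of 34 rose and 1 fell (27 and 1). Camera gave adjusted p = 3.92e-13 and 3.95e-13, against adjusted p = 0.169 and 0.108 with an estimated correlation. In the pathway annotation, the upregulated DEGs held more members of ECM-receptor interaction than a random draw, 41 of 67 in C57BL/6J and 41 of 67 in ICR (hypergeometric exact test, adjusted p = 2.03e-10 and 8.35e-12). For focal adhesion they held 76 of 175 in C57BL/6J and 76 of 174 in ICR (hypergeometric exact test, adjusted p = 2.88e-09 and 1.13e-11). For PI3K-Akt signaling they held 90 of 262 in C57BL/6J and 86 of 263 in ICR (hypergeometric exact test, adjusted p = 1.23e-05 and 3.76e-06).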

The most significantly upregulated genes in both strains were predominantly associated with fibrosis, encompassing pathways such as the ECM-receptor interaction, focal adhesion, and PI3K-Akt signaling pathways. DEGs related to carbon metabolism, steroid hormone biosynthesis and fatty acid metabolism were notably downregulated in the livers of the MASH models. These results indicate that the CDAHFD-induced MASH models share similar molecular mechanisms, despite the differences in mouse types.

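Genes of lipid and steroid metabolism fell in both strains, while some isoenzymes rose. Of steroid hormone biosynthesis genes, 9 of 51 rose and 30 fell in C57BL/6J mice (9 and 31 adjusted over the list alone). In ICR mice 5 of 50 rose and 30 fell (5 and 32). Srd5a1, which reduces testosterone, had log2 fold changes of -1.94 and -2.40 in C57BL/6J and ICR. Cyp1b1, a cytochrome P450 found mostly outside the liver, had 3.71 in C57BL/6J. It was not tested in ICR, where it stood at 24.1 CPM in a single CDAHFD mouse and at 0.231 and 0.332 CPM in the others. As a set they had adjusted p = 1.66e-07 and 1.95e-08 from camera, and adjusted p = 0.226 and 0.226 with an estimated correlation. Of carbon metabolism genes, 15 of 100 rose and 46 fell in C57BL/6J mice (16 and 50 adjusted over the list alone). In ICR mice 12 of 99 rose and 39 fell (13 and 45). The list's medians of -0.54 and -0.44 became 0.09 and 0.17 with library size scaling. The camera test gave adjusted p = 6.33e-04 and 9.01e-05, and adjusted p = 0.517 and 0.304 with an estimated correlation. Acss2, which makes acetyl-CoA, had -1.65 and -2.23. The glycolytic genes Pkm and Hk3 had 3.06 and 2.77 in C57BL/6J, and 2.27 and 0.82 in ICR (adjusted p = 0.0226 and 0.467). Of fatty acid metabolism genes, 7 of 52 rose and 26 fell in C57BL/6J mice (7 and 26 adjusted over the list alone). In ICR mice 6 of 52 rose and 23 fell (6 and 27). Their medians of -0.55 and -0.58 became 0.08 and 0.03 with library size scaling. By camera the set had adjusted p = 4.71e-04 and 3.62e-05, and it had adjusted p = 0.419 and 0.23 with an estimated correlation. The elongase gene Elovl3 had -6.18 and -7.82.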

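Fat is burned, made and exported by separate gene sets, and most of their members that changed went down. Of fatty acid oxidation genes, 3 of 34 rose and 22 fell in C57BL/6J mice (3 and 23 adjusted over the list alone). In ICR mice 3 of 34 rose and 15 fell (3 and 17). Taken as a set, they had adjusted p = 2.66e-04 and 0.00137 by camera and adjusted p = 0.433 and 0.319 with an estimated correlation. The hormone gene Fgf21, which responds to fasting, had 1.98 and 3.57. Of lipogenesis genes, 1 of 17 rose and 13 fell in C57BL/6J mice (1 and 13 adjusted over the list alone). In ICR mice 1 of 16 rose and 10 fell (1 and 12). From camera came adjusted p = 2.37e-05 and 7.52e-04, and adjusted p = 0.226 and 0.256 with an estimated correlation. Me1, which supplies NADPH, had -1.94 and -1.79, and the lipogenic regulator gene Thrsp had -3.87 and -2.98. Of cholesterol biosynthesis genes, 0 of 24 rose and 14 fell in C57BL/6J mice (0 and 14 adjusted over the list alone). In ICR mice 0 of 24 rose and 19 fell (0 and 22). Camera gave adjusted p = 2.59e-04 and 1.22e-07, against adjusted p = 0.405 and 0.319 with an estimated correlation. Of lipoprotein assembly genes, 1 of 21 rose and 16 fell in C57BL/6J mice (1 and 18 adjusted over the list alone). In ICR mice 1 of 21 rose and 14 fell (1 and 15). As a set they had adjusted p = 3.09e-06 and 1.30e-04 from camera, and adjusted p = 0.226 and 0.226 with an estimated correlation. Apoc3, an apolipoprotein of secreted lipoproteins, had -1.87 and -1.54. Among downregulated DEGs, steroid hormone biosynthesis held 34 of 62 in C57BL/6J and 35 of 61 in ICR (hypergeometric exact test, adjusted p = 9.36e-17 and 8.39e-19). Carbon metabolism held 20 of 100 in C57BL/6J and 20 of 99 in ICR (hypergeometric exact test, adjusted p = 0.0125 and 0.00857). Fatty acid metabolism held 11 of 42 in C57BL/6J and 10 of 43 in ICR (hypergeometric exact test, adjusted p = 0.0153 and 0.0442).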

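Markers of bile duct cells rose and those of hepatocytes fell in both strains. Of cholangiocyte markers, 14 of 18 rose and 0 fell in C57BL/6J mice (15 and 0 adjusted over the list alone). In ICR mice 14 of 17 rose and 0 fell (15 and 0). Epcam, an adhesion molecule of bile duct epithelium, had log2 fold changes of 3.94 and 3.68 in C57BL/6J and ICR. It was highest in CDAHFD replicate 1 of each strain, at 56.2 CPM against 17.2 and 27.9 CPM in C57BL/6J and 37.7 CPM against 8.61 and 5.69 CPM in ICR. The mean of the list was highest in these libraries too, at 2.15 and 2.00 (log2, relative to the mean of all libraries). The camera test gave adjusted p = 3.94e-05 and 1.76e-06, and adjusted p = 0.372 and 0.304 with an estimated correlation. Of hepatocyte markers, 0 of 24 rose and 17 fell in C57BL/6J mice (0 and 20 adjusted over the list alone). In ICR mice 0 of 24 rose and 17 fell (0 and 18). Apoa2, an apolipoprotein of HDL, had -1.75 and -1.20. By camera the set had adjusted p = 4.59e-07 and 5.34e-08, and it had adjusted p = 0.226 and 0.104 with an estimated correlation. Of periportal hepatocyte markers, 1 of 20 rose and 14 fell in C57BL/6J mice (1 and 16 adjusted over the list alone). In ICR mice 1 of 20 rose and 14 fell (1 and 14). Taken as a set, they had adjusted p = 3.35e-05 and 1.47e-09 by camera and adjusted p = 0.368 and 0.104 with an estimated correlation. Of pericentral hepatocyte markers, 3 of 22 rose and 9 fell in C57BL/6J mice (3 and 9 adjusted over the list alone). In ICR mice 2 of 22 rose and 11 fell (2 and 11). Their median in C57BL/6J mice, -0.40, became 0.25 with library size scaling. From camera came adjusted p = 0.00112 and 1.09e-04, and adjusted p = 0.249 and 0.226 with an estimated correlation. Of resident Kupffer cell markers, 0 of 10 rose and 3 fell in C57BL/6J mice (0 and 3 adjusted over the list alone). In ICR mice 0 of 10 rose and 2 fell (0 and 2). Cd163, a scavenger receptor of these cells, had -4.51 and -4.78, and camera made no call for the list in either strain. Sinusoidal endothelial markers gave no call either, where 3 of 19 rose and 1 fell in C57BL/6J mice (2 and 0 adjusted over the list alone). In ICR mice 3 of 19 rose and 0 fell (0 and 0). Of large vessel and capillarized endothelium markers, 4 of 10 rose and 2 fell in C57BL/6J mice (5 and 2 adjusted over the list alone). In ICR mice 7 of 11 rose and 0 fell (7 and 0). The list was called in ICR mice (adjusted p = 0.00472, and adjusted p = 0.244 with an estimated correlation).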

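Markers of T cells, NK cells and dendritic cells rose as well, and B cell markers had a strain by diet difference. Of T cell markers, 16 of 19 rose and 1 fell in C57BL/6J mice (16 and 1 adjusted over the list alone). In ICR mice 13 of 20 rose and 0 fell (15 and 2). Camera gave adjusted p = 0.00335 and 5.53e-04, against adjusted p = 0.340 and 0.304 with an estimated correlation. Of NK cell markers, 11 of 12 rose and 0 fell in C57BL/6J mice (12 and 0 adjusted over the list alone). In ICR mice 6 of 12 rose and 0 fell (7 and 0). As a set they had adjusted p = 0.00489 and 0.00618 from camera, and adjusted p = 0.213 and 0.226 with an estimated correlation. Of dendritic cell markers, 9 of 14 rose and 1 fell in C57BL/6J mice (10 and 1 adjusted over the list alone). In ICR mice 8 of 14 rose and 1 fell (8 and 1). The camera test gave adjusted p = 0.0157 and 0.0113, and adjusted p = 0.372 and 0.325 with an estimated correlation. Of antigen-presenting MHC class II genes, 11 of 12 rose and 0 fell in C57BL/6J mice (12 and 0 adjusted over the list alone). In ICR mice 2 of 10 rose and 0 fell (2 and 0). By camera the set had adjusted p = 2.08e-06 and 0.0683, and it had adjusted p = 0.226 and 0.565 with an estimated correlation. Their strain by diet term was not called (adjusted p = 0.169 from camera, and adjusted p = 0.934 with an estimated correlation), and their mean was 0.41 in ICR ND replicate 2 against -1.97 and -0.85 in the other ICR libraries on ND (log2, relative to the mean of all libraries). Of neutrophil markers, 2 of 9 rose and 0 fell in C57BL/6J mice (1 and 0 adjusted over the list alone). In ICR mice 4 of 14 rose and 0 fell (1 and 0). The list was called in ICR mice (adjusted p = 0.0323, and adjusted p = 0.447 with an estimated correlation). Of B and plasma cell markers, 1 of 14 rose and 4 fell in C57BL/6J mice (1 and 4 adjusted over the list alone). In ICR mice 3 of 13 rose and 0 fell (1 and 0). Taken as a set, they had adjusted p = 0.326 and 0.0443 by camera and adjusted p = 0.433 and 0.226 with an estimated correlation. The strain by diet term of this list was positive and held with an estimated correlation (adjusted p = 1.71e-07 from camera, and adjusted p = 0.0154 with an estimated correlation). The strains lay apart on ND, where the means of the list were 0.34 to 0.61 in C57BL/6J and -0.81 to -0.66 in ICR, and alike on CDAHFD (0.08 to 0.20 and 0.04 to 0.19). From the shared DEGs and pathways, the paper concludes that the models have similar molecular mechanisms in both types of mice.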

### The upregulated DEGs in the two MASH models are closely related to the human MASH transcriptome

Because the transcriptomes of hominine MASH are characterized by the upregulation of genes involved in fibrosis and inflammation, we collated publicly accessible human NAFLD/MASLD transcriptomes and identified upregulated DEGs from a dataset comprising 304 patients [19], aligned these human genes to the corresponding mouse genes via Ensembl, and used them as benchmarks. The upregulated DEGs were categorized in the early stages of MASH (that is, mild vs. control), during the progression of MASH (moderate-severe vs. mild) and throughout all stages of the disease (across all comparisons within the two datasets). All the upregulated DEGs are listed in Supplementary Table 3.

The two CDAHFD models were compared to human MASH transcriptomic data to evaluate their alignment in terms of upregulated DEGs. The alignment rate is defined as the proportion of human DEGs that are also identified as DEGs in our mouse model. The comparison of both models demonstrated a high level of agreement with the human data. 

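Human genes of disease progression were upregulated in the mouse livers more often than genes of early disease. The 8 progression genes with the smallest p in C57BL/6J mice included the macrophage gene Trem2, both type I collagen genes and Lgals3, which encodes galectin-3 and had a log2 fold change of 5.00 (3.71 in ICR). Among early genes the complement receptor gene C3ar1 (3.81 and 3.67) and the lipid droplet gene Cidec (1.92 and 2.68) rose. Me1, a lipogenic enzyme gene that is higher in early human disease, fell as given above. The alignment rate in C57BL/6J mice was 30.1% (41 of 136, 23.1 to 38.3) for early disease, 43.7% (267 of 611, 39.8 to 47.7) for all stages and 47.1% (234 of 497, 42.7 to 51.5) for progression. In ICR mice it was 26.5% (36 of 136, 19.8 to 34.5), 40.9% (250 of 611, 37.1 to 44.9) and 44.7% (222 of 497, 40.4 to 49.1). The ranges are 95% Wilson intervals. As 22 genes stand in both the early and the progression list, genes of a single list were also compared. In C57BL/6J mice 33 of 114 early-only genes (28.9%) and 226 of 475 progression-only genes (47.6%) were upregulated (2-sided Fisher's exact test, p = 3.32e-04). In ICR mice the counts were 28 of 114 (24.6%) and 214 of 475 (45.1%, p = 5.24e-05 from Fisher's exact test). At an adjusted p under 0.05, 18 of 94 tested early genes fell in C57BL/6J mice and 18 of 92 fell in ICR mice, against 16 of 337 and 14 of 336 tested progression genes. The human lists were those of Supplementary Table 3, and every gene of a list counted in the denominator, tested in mice or not.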

The alignment rates of ‘early disease development’, ‘all disease stages’ and ‘disease progression’ of human upregulated DEGs gradually improved from approximately 30% to nearly 50% in both mouse types, indicating that CDAHFD models more accurately represent ‘disease progression’ or ‘the late stage’ of MASH than ‘the early stage’ (Fig. 5A). Furthermore, the p values derived from the one-sided hypergeometric test applied to the comparison groups demonstrated that the upregulated DEGs of both the C57BL/6J and ICR mouse models exhibited statistically significant proximity to the hominine MASH transcriptomes (Fig. 5B). 

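Upregulated DEGs held more human MASH genes than a random draw from the tested genes would, for each stage and strain. For early disease, 41 human genes were upregulated in C57BL/6J mice against 19.5 for a random draw, 2.1 times as many (1-sided exact hypergeometric test, p = 4.76e-07). In ICR mice the 36 genes were 2.19 times the 16.5 of a random draw (exact p = 1.25e-06). The ratio was higher for progression genes, at 3.34 in C57BL/6J (exact p = 1.13e-84) and 3.69 in ICR (p = 2.82e-87). For genes of all stages it was 3.09 in C57BL/6J (exact p = 9.95e-85) and 3.37 in ICR (p = 1.54e-85). Early genes were also frequent among downregulated DEGs, with 15 against 7.41 for a random draw in C57BL/6J (exact p = 0.00655) and 18 against 7.05 in ICR (exact p = 1.84e-04), which is a ratio of 2.02 and 2.55. Of progression genes, 12 and 16 were downregulated, against 26.6 and 25.8 for a random draw. Capg, an actin-capping protein of macrophages, had the smallest p of the upregulated human genes in C57BL/6J mice (log2 fold change 4.55, and 3.77 in ICR). In ICR mice the matrix glycoprotein gene Thbs1 and the Ras regulator gene Rasal1 were among them (4.34 and 4.98). The test takes genes as independent draws, which coexpressed genes are not. The background was the genes tested in the strain, all of them protein-coding.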

We subsequently calculated the proportions of human upregulated homologous DEGs among all upregulated murine DEGs and performed a chi-square analysis (Fig. 5C). 

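Human genes of all disease stages made up 10.5% of the upregulated DEGs of ICR mice (250 of 2382, 95% Wilson interval 9.33 to 11.8). In C57BL/6J mice they made up 9.58% (267 of 2787, 8.54 to 10.7). For progression genes the shares were 9.32% (8.22 to 10.6) and 8.4% (7.42 to 9.48), and for early genes 1.51% and 1.47%. More human genes were upregulated in C57BL/6J mice, so the higher share in ICR mice goes with fewer upregulated DEGs. Of the human genes of all stages, 218 were upregulated in both strains, 49 in C57BL/6J mice alone and 32 in ICR mice alone. The shared genes include Anxa2 and Lgals1, an annexin and a galectin, with log2 fold changes of 4.37 and 3.59 in ICR mice.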

Compared with those in C57BL/6J mice, the proportions of homologous DEGs associated with ‘all disease stages’ and ‘disease progression’ in ICR mice were marginally elevated (10.43% vs. 9.74% and 9.26% vs. 8.46%, respectively). 

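The shares of the strains could not be told apart at these gene numbers. For genes of all stages the difference (ICR minus C57BL/6J) was 0.915 percentage points (95% interval -0.731 to 2.56). The chi-square test with continuity correction gave p = 0.295, and the 2-sided Fisher's exact test gave p = 0.285. For progression genes it was 0.924 (-0.633 to 2.48, p = 0.264 and exact p = 0.258), and for early genes 0.0400 (-0.623 to 0.703, p = 0.997 and exact p = 0.909). Adjusted over the 3 lists, the exact p values were 0.428, 0.428 and 0.909. The chi-square and Fisher tests take the DEGs of the strains as separate samples, although most are the same genes. Counted per human gene instead, an exact McNemar test of the genes upregulated in a single strain gave p = 0.0748, 0.175 and 0.359, with more of them in C57BL/6J mice in each list.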

Although no statistically significant differences were detected between the two mouse strains (P values were 0.3995 and 0.3033, respectively), the ICR models may exhibit a higher detection rate for DEGs associated with human MASH. In contrast to the C57BL/6J strain, the outbred ICR stock is more similar to humans in terms of genetic heterogeneity, which is characterized by a large gene pool and a high heterozygosity rate. Consequently, the total number of identified DEGs in ICR mice was lower than that in C57BL/6J mice in our study (Fig. 4B). This may have contributed to a higher detection rate by reducing the incidence of false positives.

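With all 3 mice per group, variation between ICR mice was larger than between C57BL/6J mice on ND and smaller on CDAHFD. Oas3 and Mki67, given as examples for ND only, come from the interferon and cell cycle lists, in which some ICR mice on ND stood high. The SD of the 3 ICR mice on ND was 3.24 and 15.6 CPM around means of 3.17 and 26.3 CPM. In C57BL/6J mice it was 0.455 and 2.03 CPM around 1.96 and 9.31 CPM. Over all genes, the median SD of log2 CPM between the 3 mice of a group was 0.301 in ICR and 0.219 in C57BL/6J on ND. On CDAHFD it was 0.173 in ICR and 0.229 in C57BL/6J. Among genes with a mean of at least 10 CPM the order was the same, at 0.229, 0.161, 0.123 and 0.180. The biological coefficient of variation of edgeR over both diets was 0.255 for ICR and 0.209 for C57BL/6J. With 2 mice per group, each mouse left out in turn, the values on ND were 0.198, 0.229 and 0.312 in ICR and 0.191, 0.149 and 0.197 in C57BL/6J. On CDAHFD they overlapped, at 0.102, 0.165 and 0.156 in ICR and 0.111, 0.225 and 0.23 in C57BL/6J, and the lowest value of each was that without replicate 1. A spread from 2 mice is not on the scale of one from 3 mice. With 3 mice per group no test of the difference in spread between the strains was made.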

**Fig. 5:**
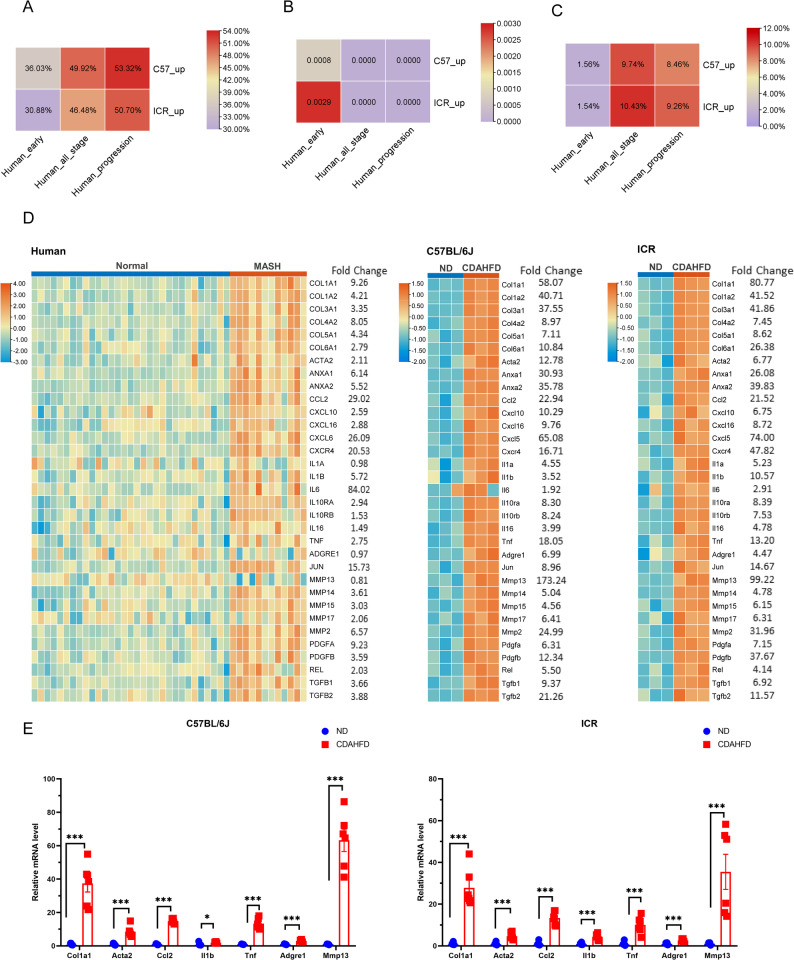
Agreement of mouse DEGs with human MASH. (**A**) Heatmap showing the agreement between mouse MASH models and human data based on significant DEGs. (**B**) The results of the hypergeometric test (one-sided) performed on the comparison groups. (**C**) The proportions of upregulated human DEGs among the upregulated mouse DEGs. (**D**) Heatmap illustration of the expression profiles of genes involved in inflammation and fibrosis in human, C57BL/6J and ICR mice. (**E**) Relative mRNA levels of genes were validated by qPCR

We tested whether the inflammatory and fibrotic gene expression patterns of the livers of the CDAHFD model mice were similar to those of the livers of MASH patients. We compared the expression levels of these genes in MASH patients with stage 4 fibrosis with those with normal liver histology using data from GSE162694 (Fig. 5D). The majority of these genes had the same direction of regulation (upregulated) and larger fold changes relative to human subjects, indicating that the CDAHFD models in both mouse strains effectively replicated the inflammatory and fibrotic features observed in patients with MASH. 

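The fibrosis and inflammation genes of Fig. 5D rose together in both strains. Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm38 from 94936224 to 94953042), which encodes the main chain of fibrillar type I collagen, stood at 345 ± 79.6 CPM on CDAHFD and 11.8 ± 3.02 CPM on ND in C57BL/6J mice (log2 fold change 4.88, standard error 0.27, adjusted p = 4.03e-06). In ICR mice it stood at 279.5 ± 80.5 CPM on CDAHFD and 6.64 ± 1.37 CPM on ND (log2 fold change 5.39, standard error 0.29, adjusted p = 1.87e-04). Col3a1 had log2 fold changes of 4.26 and 4.46, and Acta2, the smooth muscle actin of myofibroblasts, 2.69 and 1.81. The monocyte chemokine gene Ccl2 had 3.56 and 3.47, and Tnf had 3.19 and 2.75. Of the 33 genes, 32 passed the filter on low counts in each strain and Il6 did not. In C57BL/6J mice 31 rose at an adjusted p under 0.05 and none fell, and in ICR mice 29 rose and none fell (32 and 31 adjusted over the list alone). The genes that missed the threshold had positive values too, with Il1b at 0.85 in C57BL/6J (adjusted p = 0.0739). In ICR, Cxcl10, Rel and Adgre1 (Emr1) had 1.79, 1.09 and 1.19 (adjusted p = 0.0516, 0.0534 and 0.127). The fold changes of the 32 genes ran from 1.80 to 85.1 (median 5.11) in C57BL/6J and from 2.13 to 51.5 (median 4.98) in ICR. How the genes were chosen is not given in the sources used here. From camera came adjusted p = 1.14e-24 and 5.39e-25, and adjusted p = 0.148 and 0.0935 with an estimated correlation. The paper had these libraries in hand when it chose the genes, so this set test is no independent evidence that they rose. Of chemokine and chemokine receptor genes, 27 of 41 rose and 6 fell in C57BL/6J mice (29 and 6 adjusted over the list alone). In ICR mice 21 of 44 rose and 4 fell (23 and 5). Camera gave adjusted p = 1.94e-06 and 2.81e-05, against adjusted p = 0.226 and 0.186 with an estimated correlation. Cx3cr1, a receptor of monocytes, had 3.86 and 4.38. Of interleukin, TNF and TGF-beta family genes and their receptors, 55 of 99 rose and 5 fell in C57BL/6J mice (57 and 5 adjusted over the list alone). In ICR mice 40 of 100 rose and 5 fell (42 and 5). As a set they had adjusted p = 5.60e-07 and 2.93e-06 from camera, and adjusted p = 0.213 and 0.226 with an estimated correlation. Tgfb2, a profibrotic cytokine, had 3.43 and 2.59. None of the 32 genes had a strain by diet difference at an adjusted p under 0.05 in edgeR's quasi-likelihood test. From the shared direction and the larger fold changes than in patients, the paper concludes that the models in both strains replicate the inflammatory and fibrotic features of human MASH.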

All of the above inflammatory and fibrotic genes were validated by qPCR analyses (Supplementary Table 4). 

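By quantitative PCR, the mean of each Fig. 5D gene was higher on CDAHFD than on ND in both strains. From the values of each mouse in Supplementary Table 4, the ratio of group means was above 1 for 33 of 33 genes in C57BL/6J and 33 of 33 in ICR. For 31 and 26 of them every CDAHFD value lay above every ND value. Chance gives groups without overlap, in either direction, for 0.496% and 0.236% of genes, and so fewer in this direction alone. All 32 genes also tested in the RNA-seq data had the same direction there in either strain. Across genes, the log2 ratios and the RNA-seq log2 fold changes had a Spearman's rho of 0.468 in C57BL/6J and 0.673 in ICR, and a Pearson's r of 0.248 and 0.459. Some ratios lay far from the RNA-seq values, with Mmp15 at a ratio of 9590 in C57BL/6J against a log2 fold change of 1.21, and Il10rb at 896 against 2.08.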

The corresponding changes in the levels of inflammatory cytokines (*IL1b*, *Ccl2*, and *Tnf*) and fibrosis-related markers (*Col1a1*, *Acta2* and *Mmp13*) are showed in Fig. 5E.

Consequently, CDAHFD models of ICR mice may serve as useful tools for studying the molecular pathogenesis of MASH.

## Discussion

There are numerous genetically induced, diet-induced, and toxin-induced preclinical models of MASH, with diet-induced models being the most widely used. Although not all of these models faithfully phenocopy and mirror human pathology, diverse diet-induced models are needed for a better comprehension of the pathogenesis of MASH.

MASH is frequently associated with obesity [2, 20, 21], but it is increasingly acknowledged that certain individuals develop MASH in the absence of obesity, especially in Asia [22, 23]. Here, we analyzed ‘nonobese’ MASH in mice fed a choline-deficient, methionine‐lowered, L‐amino acid‐defined high‐fat diet (CDAHFD).

The models for ‘nonobese’ MASH have been modified over time. Traditionally, methionine- and choline-deficient diets (MCDs) have been widely used in ‘nonobese’ MASH models. MCD-induced MASH is characterized by rapid and severe progression of fibrosis, accompanied by significant systemic weight loss [24]. In contrast, the CDAHFD was developed as a modified diet of MASH and has been used and favored by many investors [12, 13, 25–27]. Recent studies have indicated that the CDAHFD reduces the hepatic levels of phosphatidylcholines (PCs) and acylcarnitines (ACs), which is supported by metabolic analysis and is in line with the tendency of human MASH [28].

The strain of mice utilized can have a profound effect on disease outcome. Numerous studies have documented variations in susceptibility to diet-induced obesity and MASH among different murine strains. Even substrains of C57BL/6J mice may differ in their tendencies toward obesity, insulin resistance, MASH and subsequent liver cancer development [29, 30]. However, findings in this area have sometimes been ambiguous or contradictory. For example, A/J mice displayed a more severe MASH phenotype when fed an MCD diet than did C57BL/6J mice [31]. Conversely, when fed a CDAHFD, A/J mice exhibited a slower progression of MASH, with reduced inflammatory cell infiltration and fibrosis than C57BL/6J mice [12]. In a previous study, ICR mice were found to be resistant to developing hepatic steatosis in response to high-fat diet feeding, unlike C57BL/6J mice [16]; however, in our study, ICR mice demonstrated comparable susceptibility to CDAHFD-induced MASH compared with C57BL/6J mice. This discrepancy may stem from the different responses of ICR mice to various MASH-inducing diets.

## Conclusions

We successfully established MASH models through the administration of the CDAHFD to C57BL/6J and ICR mice within 10 weeks. The ICR mice exhibited comparable susceptibility, transcriptional profiles and detection rates of DEGs associated with human MASH to those of the C57BL/6J strain. Given that ICR mice display a more representative variability as seen in the human population, we propose that the CDAHFD-induced ICR mouse is a promising MASH model, particularly for the ‘nonobese’ subtype.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1: Supplementary Table 1: The primer sequences.

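Supplementary Table 2 gives, per DEG, the fold change, the log2 fold change, an unadjusted p, an FDR and the counts and CPM of each library. The part read here covers 2145 C57BL/6J genes, 1999 upregulated and 146 downregulated, and not the whole sheets. The table lists fibrosis genes such as Lum and Col5a2 among the upregulated genes. Of these genes, 1958 passed the filter used here, and all 1958 had the same sign as the paper's log2 fold change and lay within 0.1 of it.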

Supplementary Material 2: Supplementary Table 2: All the DEGs of CDAHFD-fed C57BL/6J and ICR Mice.

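Supplementary Table 3 lists the human genes with their mouse counterparts in 3 sheets, of 136 early, 497 progression and 611 all-stage genes. In C57BL/6J mice 94, 337 and 416 of them passed the filter on low counts, and in ICR mice 92, 336 and 415 did. Genes that were not tested in a strain cannot be DEGs in it, so they lower the alignment rate. Among tested genes alone, 43.6%, 69.4% and 64.2% were upregulated in C57BL/6J mice and 39.1%, 66.1% and 60.2% in ICR mice.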

Supplementary Material 3: Supplementary Table 3: Upregulated DEGs in MASH patients.

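Supplementary Table 4 holds, for each mouse and gene, the amount of a transcript measured by quantitative PCR relative to the 36B4 reference gene and to the control group. It covers the inflammatory and fibrotic genes of Fig. 5D, among them Col1a1, Acta2, Tnf and Il6, and more mice than the sequenced libraries. A ratio of group means from this table is on the scale of a fold change, and it rests on another reference (a single gene) than the RNA-seq values, which are scaled over all genes.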

Supplementary Material 4: Supplementary Table 4: The values of 2ΔΔ-Ct of representative genes validated by qPCR.

## Data Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact Yao Li ().

## Abbreviations

MASH: Metabolic dysfunction-associated steatohepatitis
NASH: Nonalcoholic steatohepatitis
MASLD: Metabolic dysfunction-associated steatotic liver disease
NAFLD: Nonalcoholic fatty liver disease
NAS: NAFLD activity score
CDAHFD: Choline-deficient, L-amino acid-defined, high-fat diet
ND: Normal diet
WD: Western diet
CDHFD: Choline-deficient high-fat diet
MCD: Methionine–choline-deficient diet
ALT: Alanine aminotransferase
AST: Aspartate transaminase
TGs: Triglycerides
DEGs: Differentially expressed genes
KEGG: Kyoto Encyclopedia of Genes and Genomes

How the deposited data were processed for this re-analysis (not part of the article)

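Liver RNA-seq of 12 male mice was analysed, 3 each of C57BL/6J on ND, C57BL/6J on CDAHFD, ICR on ND and ICR on CDAHFD, with each mouse as the replicate. The gene counts are unnormalized counts as deposited. Per the paper's methods the authors made them with fastp 0.23.4, HISAT2 2.2.1 and featureCounts 2.0.6, and tested them with edgeR 4.0.16. The submitters' processing notes name the build mm39 and the paper names mm10, and the annotation is not given in the sources used here. The deposited table also holds the authors' CPM, which rest on scaled library sizes, and 12 FPKM columns. The FPKM columns were not used here.

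The table has 17713 lines with Ensembl gene IDs, all of protein-coding genes. After 3 repeated lines were dropped, 17710 genes remained. Library totals are given with the first passage. The recovery of known changes was tested on simulated data, negative binomial draws with the means and spread of these libraries. Changes were set in 200 genes with an expected count of at least 10. Of genes given a change of 4-fold, 90 of 99 were called in C57BL/6J, 82 of 97 in ICR and 75 of 100 for the strain by diet term. Of genes given a change of 2-fold, 44 of 99, 29 of 99 and 13 of 100 were called. Genes with no change set were called too, 9 in C57BL/6J, 14 in ICR and 3 for the strain by diet term. In the real diet comparisons 6325 and 4883 genes passed in C57BL/6J and ICR. The adjusted p there asks less of a gene than with 200 changed genes. The simulation also held no shift in composition between the diets. These shares are therefore not those of the diet comparisons.

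Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr (count minimum 10, total minimum 15) within each fit and scaled by TMM. Each diet comparison was fitted within its strain on 6 libraries with a negative binomial model and the quasi-likelihood F test. The strain by diet term and the strain differences on each diet came from a model of all 12 libraries with 4 groups. P values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison. Standard errors of log2 fold changes were taken from the test statistic. The log2 CPM used for clustering, principal components and spread had a prior count of 2.

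Gene lists were fixed before the data were examined, 56 in all with 1610 symbols, of which 1467 were found by name. The list of Fig. 5D genes is the paper's own, and the paper chose it with these samples in hand. They cover the matrix, its enzymes, stellate cells, the other liver cell types, immune cells, lipid and steroid metabolism, liver zonation, stress programs, sex-biased genes and contaminating tissues. Lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. At the preset correlation 20 lists were called up and 19 down in C57BL/6J, 21 and 20 in ICR, and 13 and 5 for the strain by diet term. With an estimated correlation 0, 0 and 1 were called. The smallest adjusted p in the strains were then 0.0775 and 0.0935. That form of camera also takes its degrees of freedom from the few libraries, so a lost call does not measure correlation alone. NK cell markers in C57BL/6J had an estimated correlation of -0.010, below the preset. Their adjusted p from camera still went from 0.00489 to 0.213.

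Genes are named by a rule. It takes the genes of Fig. 5D, the 8 largest rises and falls of each strain at an adjusted p under 0.05 and a mean of at least 5 CPM with no overlap between groups, the 4 members of each list with the smallest p in either strain, and the 8 smallest p of the strain by diet term. Gene symbols that are clone names were passed over. The values of Fig. 5D and of Supplementary Tables 2 and 4 had been seen when the rule was set. Where a group had no counts, a fold is a lower bound against 3 counts over the group.

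Human genes came from Supplementary Table 3. Alignment rates have 95% Wilson intervals, and enrichment was tested with a 1-sided hypergeometric test against the genes tested in the strain. Shares were compared with a chi-square test with continuity correction, Fisher's exact test and McNemar's exact test. KEGG pathways with at least 5 tested genes were taken from the pathway column of the table. The top 20 by p were compared between strains. Pseudogene copies of transcripts (identity of at least 95% over at least 80% of the length) were searched with BLAST+ 2.17.0 against GENCODE transcripts of GRCm38. Library strandedness, alignment and read quality were not analysed here, since no reads were used.

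Alternatives set before the data were examined were DESeq2-type size factors, scaling by library size only, no filter on low counts, a filter of a CPM of at least 1 in at least 3 libraries, the DESeq2 1.42.0 Wald test, the edgeR exact and likelihood ratio tests, a single fit of all 12 libraries, the replicate number as a block, counts thinned to the smallest library, other thresholds, and each library left out in turn. The closing section gives their effect. The histology and serum experiments have no sequencing data and were not analysed here. The quantitative PCR values of Supplementary Table 4 were set beside the RNA-seq values.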

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

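Chosen only after the results were seen were the test without ICR ND replicate 2, the comparison of the strains on ND for interferon-stimulated genes, the shares of DEGs that are up by the level on a single diet, and the jackknife spreads set beside that comparison and beside the test without the most abundant genes.

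The response to CDAHFD differed between the strains by a test of the difference itself for 25 genes (17 higher in ICR and 8 lower) and, by camera, for 18 gene lists, of which only B and plasma cells held with an estimated correlation (adjusted p = 0.0154, against 0.354 for interferon-stimulated genes). Lists with a negative term (ICR minus C57BL/6J) were interferon-stimulated genes (9.61e-25), cell cycle genes (3.32e-09), cholesterol biosynthesis (8.97e-06), NRF2 targets (0.0332) and pericentral hepatocyte markers (0.0384) (adjusted p from camera). Lists with a positive term were B and plasma cell markers (1.71e-07), nuclear-encoded oxidative phosphorylation (1.71e-07), erythroid genes (3.19e-07), integrated stress response and unfolded protein response (1.80e-05), replication-dependent histones (1.61e-04), p53 targets and senescence (0.00124), large vessel and capillarized endothelium (0.00133), retinol metabolism (0.00946), neutrophil markers (0.0116), lipid droplet proteins (0.0294), lipoprotein assembly (0.0367), sinusoidal endothelial markers (0.0408) and fatty acid oxidation (0.0452). By p the first 8 genes were Acpp (7.2, ICR minus C57BL/6J, log2), D17H6S56E-5 (-3.44), Tiam2 (2.73), Rpl26 (-2.29), Slc35f2 (3.6), Calml4 (2.74), Cyp46a1 (-4.75) and Dio1 (4.75). Among 100 splits of the libraries within the diets, 5 called as many genes as the real split or more, so chance is not excluded for the count. The real count was 25 and the highest other was 5077, in the split that exchanges the strains on a single diet. That split turns the strain difference itself into the term tested, so it points to the structure of the samples. The other 3 (80, 30 and 26 genes) keep the strains apart on 1 diet, so strain differences enter their term too. The 80 splits that keep the strains apart on neither diet gave at most 4 genes. They mix the strains within groups, which widens the spread there, so their low counts do not argue against chance.

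A comparison that the paper did not make, ICR against C57BL/6J on the same diet, gave 2982 genes on ND and 2172 on CDAHFD at an adjusted p under 0.05. The caption of the paper's heatmap mentions a correction for batch, and the batches are not given in the sources used here. No batch was modelled here. A batch that follows the strain therefore cannot be told apart from strain in these counts. With 10 splits the libraries are too few for a share under 0.05. The highest counts of the other splits were 43 on ND and 0 on CDAHFD (edgeR). Each of those splits mixes the strains within groups, which widens the spread and keeps such counts low by construction. Of 1179 genes called on both diets, 1173 differed in the same direction, and the log2 differences had a Pearson's r of 0.601 across genes. Without C57BL/6J ND replicate 1 or 3 or ICR ND replicate 2 or 3, the ND count was 1389, 1255, 1746 and 1297. The CDAHFD count was 986, 1291 and 1370 without C57BL/6J CDAHFD replicate 1, 2 or 3, and 760 and 767 without ICR CDAHFD replicate 2 or 3.

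Interferon-stimulated genes rose on CDAHFD in C57BL/6J mice, with a median strain by diet difference of -1.61 on the log2 scale. With counts thinned to the smallest library the median was -1.605. Thinning keeps each gene's expected share of the counts, so it could hardly have moved the median. A difference in depth between libraries is therefore not judged by it. High values in ICR ND replicate 2 stay open as part of the pattern. The list's mean was 0.42 in that library and -1.36 and -0.86 in the other ICR libraries on ND, and without it the median difference was -0.810. Without any other single library the median difference lay between -1.98 (without ICR ND replicate 1) and -1.35 (without C57BL/6J CDAHFD replicate 3). A baseline already higher in ICR mice cannot be told apart from other explanations, since the median difference on ND was -0.070 with a jackknife SD of 0.615. It ran from -0.619 to 0.201 as single libraries were left out. A difference of the strains in their interferon response to the diet stays open and was not tested apart from the mice used, with 3 per group. The hypothesis to test in further mice is that C57BL/6J livers raise these genes on CDAHFD and ICR livers do so less.

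Ribosomal protein genes were lower in ICR than in C57BL/6J mice on ND, 56 of 78 at an adjusted p under 0.05 and 0 higher in edgeR's quasi-likelihood test. A shift of the whole group is met by the values, with a median log2 difference of -0.606 and quartiles of -0.82 and -0.40. Some members lay far beyond it, 5 of them more than 8-fold lower, which were named after their values were seen: Rps2 (-4.54, with 29 pseudogene copies), Rpl21 (-4.33, 61), Rpl29 (-3.67, 32), Rps18 (-3.20, 3) and Rpl34 (-3.19, 0). Reads shared with pseudogene copies are met by the values too, because the size of the difference rose with the number of near-identical copies (Spearman's rho 0.3, permutation p = 0.00780). Rpl34 has no such copy and Rps18 fewer than the median of 5, so the copies leave the value of Rpl34 unexplained. Reads shared with pseudogene copies are argued against for the strain differences as a whole. Of all called genes, 11.4% have such a copy, against 6.55% of genes not called. Only pseudogenes were searched, so reads shared between similar protein-coding genes were not tested. Variants of ICR mice against the reference genome, which is that of C57BL/6J, stay open and were not tested. A batch that follows the strain and a biological difference between the strains stay open too.

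More DEGs were up than down in both strains, 72.5% in C57BL/6J and 70.0% in ICR. A low baseline, from which a gene can be seen to rise but hardly to fall, cannot be told apart from other causes. Among genes with a mean of at least 10 CPM, 53.2% of the DEGs in C57BL/6J and 50.8% in ICR were up, against 86.5% and 83.3% among the others. That mean holds both diets, and so the change itself. With the level taken on ND alone, which favours falls, 31.6% and 28.5% were up, and on CDAHFD alone, which favours rises, 63.9% and 61.4% were. A few genes taking most of the counts cannot be told apart from other causes of the shift under library size scaling. After the 100 most abundant genes of each library were left out, the median log2 fold change over all genes was 0.343 in C57BL/6J (jackknife SD 0.0480) and 0.314 in ICR (0.0350). Both lie above 0.1, the value below which the explanation was to hold, by more than their jackknife SD. They lie above 0.3, the value set against it, by less than that SD. Cells that enter the liver on CDAHFD stay open as a biological explanation and were not tested apart from it.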

How the results depend on the processing

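Chosen only after the data were seen were the alternatives that leave out 2 libraries, the top 10 pathways, the scaling without the 100 most abundant genes and the share of DEGs that are up among genes with a mean CPM of at least 10.

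Of 300 results for single genes, 259 kept their side of the threshold under every alternative in which the gene was tested. Direction was checked only for results called in the main fit, and those among the 259 kept it. Over 5431 values, 5288 were unchanged in this sense, 86 no longer passed, 51 passed newly and 6 reversed. Of 87 results for gene lists, 15 were unchanged throughout by the same check, and over 1363 values 72 no longer passed and 52 passed newly. Of 36 counts, shares and other summaries, 13 never moved, and 63 of 615 values did.

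With library size only, every gene is shifted up by its construction. C57BL/6J DEGs were 4522 up and 337 down, and 7565 and 719 genes passed at an adjusted p. ICR DEGs were 3948 up and 376 down, and 6988 and 615 genes passed. Shared DEGs were 3273 up and 206 down, and 14 genes had a strain by diet difference. Human genes of all stages and of progression made up 6.92% and 6.04% of upregulated DEGs in C57BL/6J and 7.70% and 6.71% in ICR. The results that reversed did so here. Clock (0.124), Ddx3y (0.053) and Eif2s3y (0.003) turned positive on the log2 scale in C57BL/6J, and Clock (0.095), Stat2 (0.045) and Eif2s3y (0.051) did in ICR.

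At a fold change of at least 4, fewer genes pass by construction. C57BL/6J DEGs were 1472 up and 223 down, ICR DEGs 1261 and 244, and shared DEGs 885 and 144. The human shares were 13.1% (all stages) and 11.8% (progression) in C57BL/6J, and 15.6%, 13.9% and 2.14% (early) in ICR.

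Genes with a strain by diet difference, 25 in edgeR's quasi-likelihood test, were 41 without a filter, 241 with the DESeq2 Wald test, 232 with the likelihood ratio test, 12 with the replicate block and 15 with counts thinned to the smallest library. The cause was not tested. Without a filter, the correlation of fold changes between strains was 0.671, with more genes of few counts in it. With an estimated correlation, camera called 0 lists in C57BL/6J, 0 in ICR and 1 for the strain by diet term. This form also has fewer degrees of freedom, so the loss is not an effect of correlation alone. The spread of ICR mice on CDAHFD was 0.175 with thinned counts.

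Leaving out single libraries gave 1230 to 2524 genes down in ICR at an adjusted p, a correlation of 0.816 to 0.867, and 6 to 136 genes with a strain by diet difference. The number of genes that differed between the strains ran from 1255 to 4234 on ND and from 760 to 2868 on CDAHFD. The correlation was lowest without ICR ND replicate 1. Without CDAHFD replicate 1 of each strain, 1435 genes were down in ICR and 919 differed between the strains on CDAHFD. Without ND replicate 2 of each strain, 1788 differed on ND.

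All genes in the table are protein-coding, so a background of protein-coding genes moved nothing. The exact test and DESeq2 were not run for gene lists. With counts thinned to the smallest library, 299 results for single genes kept their side of the threshold and 1 passed newly, so the differences in depth between the libraries limit few of these. The simulated shares of called genes hold for this depth, spread and number of mice together, with changes in 200 genes, and depth was not tested apart from them.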

Differences from the paper's values

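Of 117 values of the paper set beside values computed here, 0 differed by the rule used. The rule was a difference of more than 1.5 times. For log2 fold changes of Supplementary Table 2 it was another sign or a difference above the standard error. The 33 fold changes of Fig. 5D in each strain were set beside ratios of mean unnormalized counts, the scale on which they match. They were not set beside the fitted fold changes in this count. Gene counts are at the paper's thresholds, a p under 0.05 and a fold change of at least 2, and only genes that passed a filter on low counts were tested here. Upregulated DEGs numbered 2787 in C57BL/6J (the paper's 3133) and 2382 in ICR (the paper's 2722). Downregulated DEGs numbered 1057 (the paper's 1115) and 1021 (the paper's 1083). Without the filter, an alternative set before the data were examined, they were 3128 and 1130 in C57BL/6J and 2734 and 1089 in ICR, and 2174 and 674 were shared (the paper's 2172 and 661). Of the top pathways of upregulated DEGs, 75% of the top 20 were shared (the paper's 90%, for which its text gives no number of pathways). The chi-square p values were 0.295 and 0.264 (the paper's 0.3995 and 0.3033).

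The fold changes printed in Fig. 5D are on another scale than the fitted ones. All 33 in either strain match the ratio of mean unnormalized counts computed here, to the digits the figure gives. Because CDAHFD libraries hold more counts and larger TMM factors, these ratios were a median of 1.97 times the fitted fold changes in C57BL/6J and 1.93 times in ICR. The paper states that most of these genes changed more in mice than in patients. By the ratios, 27 and 28 of 33 genes lay above the human fold in C57BL/6J and ICR, and by the fitted fold changes 23 and 25 of 32 did. The human fold was above 1 for 30 of the 33 genes.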

Other observations

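None of the tests in this part was chosen only after its result was seen.

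CDAHFD lowered genes that are higher in livers of male than of female mice. Of male-biased genes, 0 of 22 rose and 20 fell in C57BL/6J, and 0 of 22 and 19 in ICR (0, 20, 0 and 21 adjusted over the list alone, adjusted p = 1.07e-32 and 2.05e-21 from camera, adjusted p = 0.0775 and 0.0935 with an estimated correlation). Mup21, a major urinary protein, had log2 fold changes of -4.26 and -5.60. Of female-biased genes, 12 of 18 rose and 3 fell in C57BL/6J, and 10 of 18 and 2 in ICR (13, 3, 11 and 3 adjusted over the list alone, adjusted p = 0.00162 and 0.00243 from camera, adjusted p = 0.226 and 0.168 with an estimated correlation). Abcd2, a peroxisomal transporter, had 2.27 and 2.05.

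Growth and stress programs moved as well. Of immediate early genes, 11 of 17 rose and 0 fell in C57BL/6J, and 13 of 18 and 0 in ICR (11, 0, 14 and 0 adjusted over the list alone, adjusted p = 3.62e-06 and 1.42e-09 from camera, adjusted p = 0.213 and 0.108 with an estimated correlation). Atf3, a stress-induced transcription factor, had 4.78 and 5.02. Of p53 targets and senescence genes, 12 of 19 rose and 2 fell in C57BL/6J, and 12 of 19 and 1 in ICR (12, 2, 16 and 1 adjusted over the list alone, adjusted p = 0.0373 and 7.79e-07 from camera, adjusted p = 0.272 and 0.179 with an estimated correlation), with Phlda3 at 2.66 and 4.21. Of NRF2 targets, 11 of 18 rose and 2 fell in C57BL/6J, and 8 of 17 and 2 in ICR (11, 2, 8 and 2 adjusted over the list alone, adjusted p = 6.03e-06 and 0.0746 from camera, adjusted p = 0.148 and 0.353 with an estimated correlation), with the antioxidant gene Srxn1 at 2.11 and 1.33. Of genes of the integrated stress response and unfolded protein response, 9 of 27 rose and 9 fell in C57BL/6J, and 10 of 28 and 2 in ICR (9, 9, 10 and 2 adjusted over the list alone, adjusted p = 0.349 and 0.0158 from camera, adjusted p = 0.663 and 0.353 with an estimated correlation). Their medians of -0.09 in C57BL/6J and 0.58 in ICR became 0.55 and 1.19 with library size scaling.

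Genes of mitochondrial respiration fell. Of nuclear-encoded oxidative phosphorylation genes, 0 of 74 rose and 67 fell in C57BL/6J, and 0 of 73 and 42 in ICR (0, 68, 0 and 62 adjusted over the list alone, adjusted p = 4.35e-16 and 1.40e-08 from camera, adjusted p = 0.249 and 0.447 with an estimated correlation), with Ndufb11, a complex I subunit, at -1.20 and -0.88. Only 3 mitochondrially encoded genes were tested, of which 2 fell in C57BL/6J and 3 in ICR (0, 2, 0 and 3 adjusted over the list alone, adjusted p = 0.0815 and 0.0146 from camera, adjusted p = 0.382 and 0.319 with an estimated correlation). Hemoglobin and other erythroid genes fell in 7 of 7 cases in C57BL/6J and 3 of 6 in ICR (0, 7, 0 and 3 adjusted over the list alone, adjusted p = 1.64e-09 and 0.0301 from camera, adjusted p = 0.148 and 0.319 with an estimated correlation), with Hba-a1 at -3.45 and -2.29.

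Secreted and metabolic programs of hepatocytes fell in part. Of acute phase protein genes, 1 of 27 rose and 14 fell in C57BL/6J, and 0 of 26 and 17 in ICR (1, 15, 0 and 18 adjusted over the list alone, adjusted p = 0.0318 and 1.10e-04 from camera, adjusted p = 0.665 and 0.437 with an estimated correlation). Some ND mice carried this fall, as the list's means on ND were -0.94, 1.48 and -0.31 in C57BL/6J and -0.59, 2.2 and 1.10 in ICR, and -0.79, -0.39 and -0.61 and -0.66, -0.43 and -0.06 on CDAHFD (replicates 1, 2 and 3, log2, relative to the mean of all libraries). Of complement and coagulation genes, 15 of 72 rose and 33 fell in C57BL/6J, and 14 of 74 and 43 in ICR (17, 37, 16 and 45 adjusted over the list alone, adjusted p = 0.195 and 8.58e-05 from camera, adjusted p = 0.767 and 0.319 with an estimated correlation), and the C57BL/6J median of -0.57 became 0.06 with library size scaling. Of bile acid synthesis genes, 2 of 17 rose and 13 fell in C57BL/6J, and 2 of 17 and 13 in ICR (2, 14, 2 and 13 adjusted over the list alone, adjusted p = 2.37e-05 and 1.39e-08 from camera, adjusted p = 0.226 and 0.191 with an estimated correlation). Of bile acid transport genes, 2 of 17 rose and 9 fell in C57BL/6J, and 3 of 17 and 8 in ICR (2, 9, 4 and 8 adjusted over the list alone, adjusted p = 0.00790 and 0.0158 from camera, adjusted p = 0.342 and 0.226 with an estimated correlation), and the ICR median of -0.60 became 0.02 with library size scaling. Of urea cycle and arginine genes, 1 of 16 rose and 10 fell in C57BL/6J, and 3 of 18 and 10 in ICR (1, 11, 3 and 10 adjusted over the list alone, adjusted p = 0.00121 and 4.88e-05 from camera, adjusted p = 0.397 and 0.104 with an estimated correlation). Of choline, methionine and phosphatidylcholine genes, 5 of 33 rose and 17 fell in C57BL/6J, and 2 of 34 and 15 in ICR (6, 17, 3 and 18 adjusted over the list alone, adjusted p = 4.65e-04 and 1.62e-04 from camera, adjusted p = 0.272 and 0.226 with an estimated correlation), and the medians of -0.50 and -0.38 became 0.15 and 0.23 with library size scaling. Of retinol metabolism genes, 4 of 29 rose and 17 fell in C57BL/6J, and 5 of 30 and 10 in ICR (4, 18, 5 and 11 adjusted over the list alone, adjusted p = 0.00106 and 0.115 from camera, adjusted p = 0.226 and 0.451 with an estimated correlation), and the ICR median of -0.51 became 0.09 with library size scaling.

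Other lists gave no call in either strain. Of circadian clock genes, 1 of 18 rose and 5 fell in C57BL/6J, and 1 of 18 and 5 in ICR (0, 5, 1 and 5 adjusted over the list alone). Of lipid droplet genes, 6 of 23 rose and 8 fell in C57BL/6J, and 5 of 21 and 5 in ICR (6, 9, 5 and 5 adjusted over the list alone), with Cidec rising and the lipase gene Mgll at -1.64 and -1.25. Of replication-dependent histone genes, 0 of 9 rose and 2 fell in C57BL/6J, and 3 of 13 and 2 in ICR (0, 2, 3 and 2 adjusted over the list alone). Of adipocyte markers, 3 of 4 rose and 1 fell in C57BL/6J, and 3 of 4 and 1 in ICR (3, 1, 3 and 1 adjusted over the list alone). Of 3 skeletal muscle genes tested in C57BL/6J, 0 rose and 0 fell, and fewer than 3 were tested in ICR.

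The checks of sex and tissue gave values as follows. Ddx3y, a Y-linked gene, stood at 143 ± 4.84 CPM in C57BL/6J and 127 ± 11.9 CPM in ICR on ND. Of 4 Y-linked genes tested, 2 fell on CDAHFD in C57BL/6J and 3 in ICR (0, 4, 0 and 4 adjusted over the list alone), and camera made no call. Nnt, which carries a deletion in C57BL/6J mice, stood at 3.20 ± 0.541 CPM in C57BL/6J and 2.23 ± 0.548 CPM in ICR on ND (log2 difference -0.44, adjusted p = 0.293). A count over the whole gene does not show a deletion of some exons, so this value does not test the strain. Cela1, the exocrine pancreas gene tested, had -1.29 and -1.49.

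For the counts of the diet comparisons, 10 splits of the 6 libraries are too few for a share under 0.05, and the real split was the 1 with the largest count in each. The DEGs numbered 3844 in C57BL/6J (highest other split 121) and 3403 in ICR (144). At an adjusted p under 0.05, 6325 genes passed in C57BL/6J (0) and 4883 in ICR (0), by edgeR. Each other split mixes the diets within groups, which widens the spread, so its low count was fixed in advance and is no measure of chance.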
